A study of Mus musculus with 2 samples. Its data were reported in "PAC1 constrains type 2 inflammation through promotion of CGRP signaling in ILC2s" (2024).

How the data were processed

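Lung ILC2s were sorted by the authors as live lineage-negative cells positive for CD90.2, ST2 and Sca-1 and pooled over mice of a genotype. Libraries were made with droplet 3′ chemistry (10x Genomics, v3.1), in which each captured transcript carries a unique molecular identifier (UMI), so that PCR copies are counted as 1 molecule. The study comprised 1 WT and 1 Pac1–/– library, and no label assigned cells to individual mice. The deposited values were raw counts of UMIs per gene and barcode, which the authors had made with Cell Ranger by alignment to the mm10 genome. The version in the file header differs from that in the study's methods, and the annotation release was not stated. No normalization had been applied. Barcodes were those called as cells by Cell Ranger, with at least 500 UMIs each in both libraries, and 25.9% of WT and 25.8% of Pac1–/– barcodes held under 1000 UMIs. Poly-A capture at the 3′ end counts transcripts independently of their length to a first order, and reads over similar genes can be lost or assigned to a relative. Coordinates, biotypes and transcript lengths were taken from the GENCODE annotation of GRCm38, matched on gene identifier for 99.9% of the 11876 genes compared.

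Computation was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9. Barcodes with at least 500 detected genes and at most 10% mitochondrial UMIs passed the filter, and those left after doublet removal are the retained cells. The gene minimum removed 2403 WT and 2110 Pac1–/– barcodes and the mitochondrial limit 171 and 441, of which 102 and 143 failed both. Doublets were scored within each library by the share of simulated doublets, 2 per cell, among nearest neighbours. The cells with the highest scores were removed at an expected rate of 0.8% per 1000 barcodes, which took out 730 WT cells (8.70%; median 16402.5 UMIs) and 538 Pac1–/– cells (7.59%; median 19467.5 UMIs). Tested on artificial doublets added to the data, this step found 38.0% of them against 9.09% by chance, so many doublets remained. ILC2-like cells with over 2 times the median UMIs made up 16.6% of WT and 16.1% of Pac1–/– cells and can include doublets of ILC2s.

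Clusters were made within each library from 2000 variable genes, mitochondrial genes excluded, with 30 principal components, 15 nearest neighbours and the Leiden method at resolution 1. Marker sets for 11 cell types were fixed before the data were examined. A cluster was named for another cell type when at least 3 of its markers were found in 10% or more of its cells and at 2 times or more their share elsewhere in the library, and more of them than of the ILC2 set. A cluster was called ILC2-like when at least 3 ILC2 markers were found in 50% of its cells and no other set had more leading markers among its top 10 genes by fold (prior 10 CPM). A leading marker had to reach 2 times its share in the other clusters. This threshold was set while the clusters were being examined and before any ratio between genotypes was seen. A cluster with a median UMI count under 1/3 of its library's and no ILC2 marker in its top 10 genes stayed unnamed. A threshold of 3 times, tried afterwards, brought 5801 instead of 5611 Pac1–/– cells into the class and left the 6778 WT cells as they were. A marker counted as leading at any share, also tried afterwards, took 1631 WT and 3133 Pac1–/– cells out of the class. Names rebuilt in this way may not match the cell selection of the study.

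UMIs were summed over ILC2-like cells (39072941 in WT and 43339488 in Pac1–/–) and divided by these totals to give CPM, the usual scale of counts relative to library size. CPM carry exact Poisson intervals, ratios exact conditional binomial intervals, shares exact Clopper-Pearson intervals (where a share was 0, the limit printed is that of 3 counts over the number of cells), and list medians intervals from 2000 Poisson resamples. For shares and scores each cell was thinned at random to 2000 UMIs, the largest of 500, 1000, 1500, 2000 and 3000 that kept 90% of the cells of each library, and shallower cells were left out. Over all retained cells this depth was 1500 UMIs. The CGRP-response score followed the AUCell method over the top 5% of ranked genes, and tied genes were given the mean over all their orders. This treatment of ties was chosen after a first result with random ties had been seen, and the spread over 20 repeated thinnings is given. B-like cells served as the background for shares. A further marker planned for the check of the sort is not reported here.

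With 1 library per genotype, no p-values, standard errors or counts of changed genes were computed. The percentile of a list median was taken among 10000 random lists, each member replaced by 1 of the 100 genes nearest in expression. The gene lists were fixed before the data were examined, from the text of the study or from general knowledge. The CGRP-response list did not include the name Creb3l from that text, which fits 4 gene symbols in the files and no single one. Genes named beyond the lists were the 6 with the largest and the 6 with the smallest log2 ratio among genes with at least 500 UMIs over both libraries, without Dusp2, Xist and 4 Y-linked genes. A ratio had to keep its direction within each sex with at least 500 cells in both libraries, which applied to male cells. Cells were male with a UMI of Ddx3y, Eif2s3y, Kdm5d or Uty and none of Xist. The lists were as follows. Cycling: Mki67, Top2a, Cdk1, Ccnb1, Ccnb2, Ube2c, Cenpf, Birc5, Tpx2 and Nusap1. Immediate-early: Fos, Fosb, Jun, Junb, Jund, Egr1, Ier2, Nr4a1, Dusp1, Zfp36 and Btg2. NF-kB targets: Nfkbia, Nfkb1, Nfkb2, Tnfaip3, Relb, Birc3, Icam1, Bcl3, Nfkbiz and Tnf. cAMP targets: Nr4a2, Nr4a3, Per1, Sik1, Pde4b, Fosl2, Rgs2 and Rgs1. Quiescence: Klf2, S1pr1, Txnip, Btg1, Tcf7, Il18r1, Foxo1 and Pdcd4.

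Ratios and intervals were tested on simulated counts for 11876 genes drawn from the real levels, with 200 genes changed by known factors. Intervals covered 95.5% of true ratios, and the 151 changed genes with at least 500 UMIs all had the right sign, with a median error of 0.04 log2. The simulated sums were Poisson draws, the model behind the intervals, without variation between cells. The coverage therefore checks the computation and not how well the model describes real cells. Alternatives were all deposited barcodes, 200 to 2500 genes with under 5% mitochondrial UMIs, all retained cells, doublets kept, male cells, CPM without mitochondrial and ribosomal protein genes, scaling by the median ratio, and the mean of per-cell values per 10000. Further ones were thinning to 1000 UMIs (750 for all retained cells), the top 10% of ranked genes, other UMI or gene minimums, and Leiden resolution 2. A filter of 1000 to 2500 genes with under 5% mitochondrial UMIs, the leading-marker threshold of 3 times, a leading marker at any share, the Creb3l family added to the CGRP-response list and removal of the trend over transcript length in 20 bins were added after the data were seen. Under the 2 narrower filters, cells that also passed the main filter kept their class, because clustering them anew moved large ILC2 clusters out of the class over 1 marker. All deposited barcodes were clustered anew. With doublets kept, all predicted doublets were added to the ILC2-like cells. Bulk RNA and chromatin accessibility data of the study were not analysed here.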

Results

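Group 2 innate lymphoid cells (ILC2s) are tissue-resident lymphocytes without antigen receptors that release type 2 cytokines. Lung ILC2s sorted from WT mice and from Pac1–/– mice were profiled by droplet-based scRNA-Seq, with 1 pooled library per genotype. PAC1 is a phosphatase encoded by Dusp2, and the comparison asked how its loss changed the ILC2 transcriptome, above all the genes that respond to calcitonin gene–related peptide (CGRP). The WT library held 10866 barcodes with 56182065 UMIs in total, and the Pac1–/– library held 9495 barcodes with 60283285 UMIs. Median depth per barcode was 3579.5 UMIs in WT and 4639 UMIs in Pac1–/–. After the filter on detected genes and mitochondrial UMIs, 8394 WT and 7087 Pac1–/– barcodes passed. After removal of predicted doublets, 7664 WT and 6549 Pac1–/– cells were retained. Because each genotype had 1 library, no difference had a replicate check, no test between genotypes was possible, and all 95% intervals cover counting error only.

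**Figure D1:**
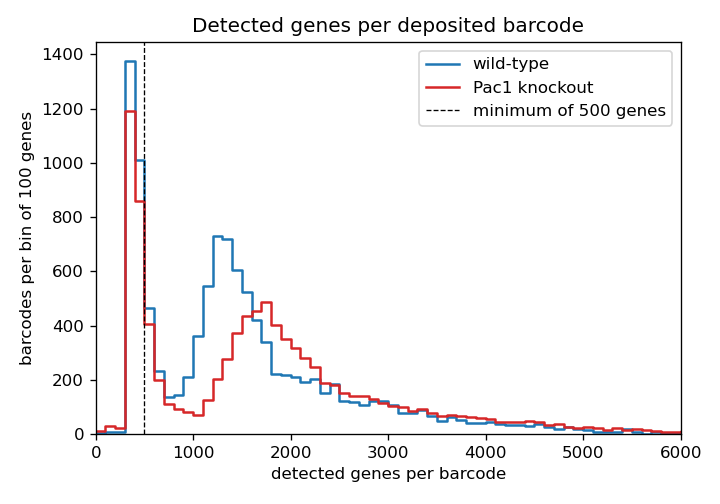
Number of barcodes per bin of 100 detected genes (vertical axis) against the number of detected genes per barcode (horizontal axis) for all deposited barcodes of the WT library and the Pac1 knockout library, with barcodes above 6000 genes not shown. The dashed line marks the minimum of 500 genes, which 2403 WT and 2110 Pac1–/– barcodes did not reach.

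The targeted gene was examined first. Dusp2 (ENSMUSG00000027368) is a protein-coding gene on chromosome 2, from 127336159 to 127338376 in GRCm38. In ILC2-like cells its transcripts gave 935 UMIs in the WT library and 4 UMIs in the Pac1–/– library. These sums corresponded to 23.9 CPM (95% Poisson interval 22.4 to 25.5) and 0.0923 CPM (0.0251 to 0.236). The log2 ratio of Pac1–/– over WT was −8.02 (−9.90 to −6.66), so the gene followed the genotype labels. Of all alternatives, the filter of 1000 to 2500 genes and under 5% mitochondrial UMIs, chosen after the data were seen, moved this ratio most, to −8.95. After every cell was thinned to 2000 UMIs, 3.75% of WT cells (exact binomial interval 3.30 to 4.24) and 0.0182% of Pac1–/– cells (upper limit 0.101) had a Dusp2 UMI. Without thinning the shares were 7.91% and 0.0713%. Thinning left out 276 WT and 117 Pac1–/– cells. In the B-like cells the thinned shares were 33.3% of 24 WT cells and 0 of 21 Pac1–/– cells, which allows up to 14.3%. The WT B-like cells had more Dusp2 than the ILC2-like cells and gave no background for this gene.

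To examine the composition of the sort, clusters were named from markers fixed in advance. ILC2-like cells made up 88.4% of WT cells (87.7 to 89.1, 6778 cells) and 85.7% of Pac1–/– cells (84.8 to 86.5, 5611 cells). In 5 of these clusters a marker of another cell type was among the top 10 genes by fold and no ILC2 marker was. The marker was Cd3g in a WT cluster described below, Hba-a1, an erythroid gene, in 677 WT cells (8.83%) and in 1515 (23.1%) and 681 (10.4%) Pac1–/– cells, and Cpa3, a mast cell gene, in 937 Pac1–/– cells (14.3%). These clusters stayed in the class because the share of cells with the marker was 0.493 to 1.56 times that in the other clusters, under the threshold of 2 times. They held 21.3% of WT and 47.8% of Pac1–/– cells. With a leading marker counted at any share, the alternative that moved the shares most and was chosen after the data were seen, they leave the class, and 67.2% and 37.8% of cells were ILC2-like. The size of the class thus rested on this threshold. Any-share counting also removed clusters from 1 library and kept clusters with shared top genes in the other. The 1515 Pac1–/– cells had Txnip and Slfn5 among their top genes, as did 820 WT cells that stayed. The 677 WT cells had Hspa1b and Dnajb1 among theirs, as did 590 Pac1–/– cells that stayed. At a Leiden resolution of 2 the shares were 80.3% and 89.5%, so the order of the genotypes changed and none is read from them. In WT that resolution named 315 cells (4.11%) T-like and left 369 cells (4.81%) unnamed with Cd3e, a T cell marker, leading. Cd3g was found in 66.7% and 65.9% of these cells. A Pac1–/– cluster of 351 cells (5.36%) led by Actn2 and Lgals3, with Cd3g in 43.9%, was ILC2-like there. Median depth in ILC2-like cells was 4220.5 UMIs in WT and 5619 UMIs in Pac1–/–. Clusters of low UMI content with no leading ILC2 marker were left unnamed and held 842 WT cells (10.99%) and 618 Pac1–/– cells (9.44%). Another 257 Pac1–/– cells (3.92%) and no WT cells lay in other unnamed clusters. Of these, 190 cells (2.90%) formed a cluster led by Actn2, Lgals3 and Anxa2. It stayed outside the class only because Cd3g, a T cell marker, was found in 51.1% of its cells and in 23.4% of the others. A WT cluster of 954 cells (12.4%) with several of the same leading genes, in which Cd3g reached 39.9% against 28.7%, was ILC2-like under the same rule. The remaining 67 cells (1.02%) were led by Ifi27l2a, Ms4a4b and Il17a. B-like cells numbered 25 and 21, stromal-like cells 19 and 23 in WT and Pac1–/–, and 19 Pac1–/– cells were endothelial-like.

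Markers of ILC subsets were counted in all retained cells thinned to 1500 UMIs, which left out 760 WT and 523 Pac1–/– cells. A Gata3 UMI was found in 70.8% of WT cells (69.7 to 71.9) and 68.9% of Pac1–/– cells (67.7 to 70.1). For Il1rl1, which encodes ST2, the shares were 72.7% (71.7 to 73.8) and 72.1% (70.9 to 73.2). Without thinning they were 87.7% and 89.9% for Gata3, and 91.2% and 92.4% for Il1rl1, at median depths of 3992 and 5363 UMIs. In B-like cells, which should lack both genes, the thinned Gata3 shares were 45.8% of 24 cells (25.6 to 67.2) in WT and 28.6% of 21 cells (11.3 to 52.2) in Pac1–/–. An Il1rl1 UMI was found in 6 of the WT and 7 of the Pac1–/– B-like cells. Their median depths were 4524 and 4470 UMIs. The B-like clusters of both libraries therefore also held ILC2 transcripts and were an imperfect background throughout. Eomes, Tbx21 and Ncr1 were each found in at most 4 thinned cells per library. Ncr1 was found in 0 of 6026 Pac1–/– cells, which allows up to 0.0498%.

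Levels in ILC2-like cells were compared as CPM. The median log2 ratio of all 11876 genes with at least 50 UMIs was 0.17, and ratios are given below relative to it, as relative log2 ratios, unless stated otherwise. The CGRP-response list held 9 genes that the study names as induced by CGRP and as higher or more accessible in WT than in Pac1–/– ILC2s in its other assays. The list was thus picked for this direction, and its median tells whether that direction recurred in these libraries, not whether CGRP responses differ at large. The other assays used cells treated with CGRP in vitro, a treatment the study does not describe for these libraries. Creb3l, which the study also names as more accessible in WT, is the name of no single gene in the files and was not on the fixed list. The median log2 ratio of the list was −0.50 (−0.52 to −0.48), or −0.67 (−0.69 to −0.65) relative to the median gene. Among 10000 random lists matched on expression, which describe these libraries only, the list median lay at percentile 0.11. The addition of the Creb3l family members with at least 50 UMIs, chosen after the data were seen, moved the list median as counted most, from −0.50 to −0.78. These were Creb3l1 and Creb3l2, at relative log2 ratios of −1.12 (−1.39 to −0.85) and −0.95 (−1.07 to −0.84). All 9 listed genes lay below the median gene, and for 8 of them the counting interval did too. With a leading marker counted at any share, 7 of the 9 lay below the median gene of those cells, and Perp (0.20; −0.073 to 0.47) and Icos (0.098; 0.052 to 0.14) lay above it. Gpr65 fell from 414 to 160 CPM, a relative log2 ratio of −1.54 (−1.58 to −1.50). Crem fell from 449.7 to 231 CPM (−1.14; −1.17 to −1.10). Calca, which encodes CGRP itself, fell from 484 to 362 CPM (−0.59; −0.62 to −0.56). Lower relative levels were also found for Tnfrsf9 (−1.03), Plac8 (−0.96), Lmo4 (−0.67) and Pde4d (−0.51). Plac8, which was also among the top genes of the unnamed cluster of 67 Pac1–/– cells, moved from −0.79 as counted to −0.25 with all retained cells. Perp was not distinguishable from the median gene at this depth (−0.17; −0.41 to 0.08). Icos was higher as counted, at 0.10 (0.05 to 0.14), and lower relative to the median gene, at −0.08 (−0.12 to −0.03), so its direction rested on the scaling and on the clusters included. Other annotated genes overlap Pde4d (a ribosomal protein pseudogene), Lmo4 (Gm43445) and Icos (Gm37039) on the same strand, and their values carry that uncertainty. Lmo4 is the median gene of the list.

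**Figure D2:**
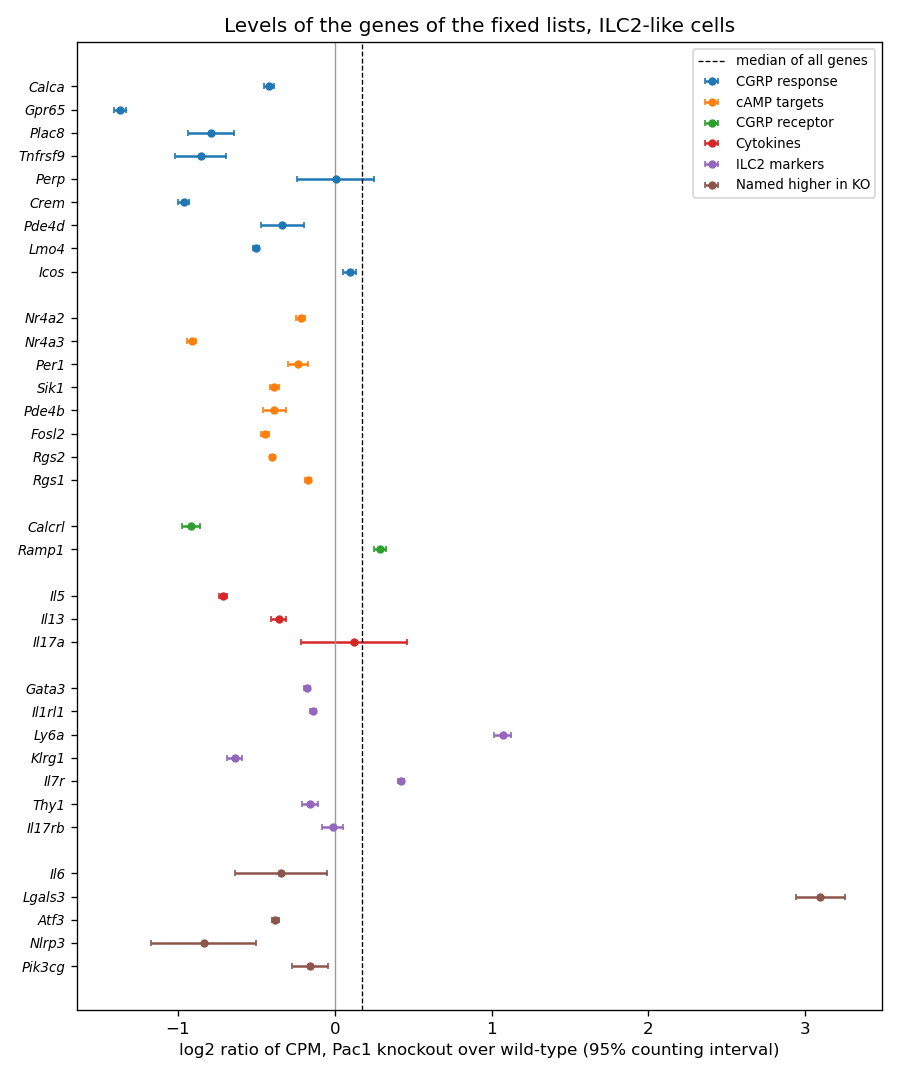
Log2 ratio of CPM in Pac1–/– over WT ILC2-like cells (horizontal axis) for each gene of 6 of the fixed lists with at least 50 UMIs (vertical axis). Points are ratios as counted, bars are 95% counting intervals, colours are lists, and the dashed line is the median of all genes. All CGRP-response and cAMP target genes lie left of the dashed line, Icos and Perp only slightly, while Icos lies right of 0. Lgals3 lies far to the right of all other genes shown.

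The same list was scored in each cell by the area under its recovery curve after thinning to 2000 UMIs. The mean score was 0.195 (SD over cells 0.136, 6502 cells) in WT and 0.144 (SD 0.113, 5494 cells) in Pac1–/–, a difference of −0.0518. Over 20 repeated thinnings the difference ran from −0.0523 to −0.0497. Without thinning it was −0.0521. Among alternatives, a leading marker counted at any share moved it most, to −0.0357. The difference was smaller than the SD over cells in either library, and the score distributions overlapped.

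**Figure D3:**
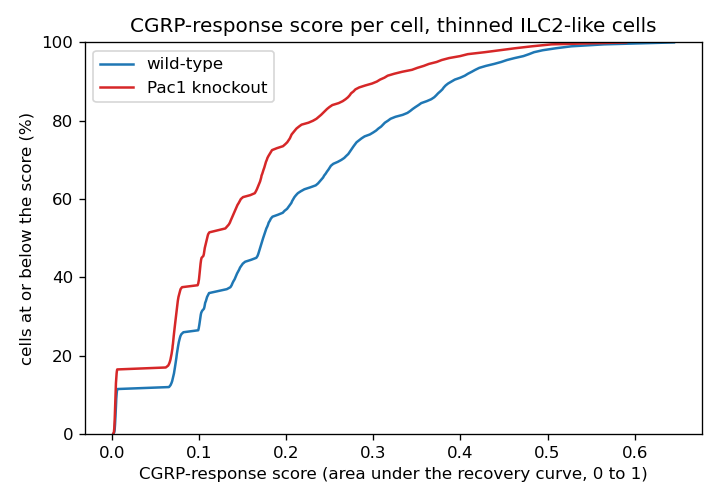
Cumulative percent of ILC2-like cells (vertical axis) at or below each CGRP-response score (horizontal axis, 0 to 1) after thinning to 2000 UMIs, for the WT library and the Pac1 knockout library. The Pac1–/– curve lies to the left over most of the range, with means of 0.144 and 0.195, and the steps reflect the number of list genes detected in a cell.

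Genes that the study names as higher or more accessible in Pac1–/– ILC2s after CGRP treatment were compared in the same way. The study treated cells in vitro for those assays, and named Nlrp3 and Pik3cg from chromatin accessibility alone. It describes no such treatment for the libraries compared here, so the conditions differ. Of the 5 genes, 4 were lower relative to the median gene and 1, Lgals3, was higher. The list median was −0.34 (−0.39 to −0.14) as counted and −0.52 relative to the median gene, at percentile 2.52 of matched random lists. The use of all retained cells moved the median as counted most, to −0.13. Lgals3 rose from 9.37 to 80.2 CPM, a relative log2 ratio of 2.93 (2.77 to 3.08). Its thinned share of cells was 1.85% in WT and 11.5% in Pac1–/–, or 4.19% and 30.03% without thinning. In B-like cells Lgals3 was found in 6 of 24 WT and 2 of 21 Pac1–/– cells, so the WT B-like share (9.77% to 46.7%) exceeded the ILC2-like share and gave no background, and the Pac1–/– ILC2-like share lay within the B-like interval (1.17% to 30.4%). Relative log2 ratios were −0.55 (−0.57 to −0.53) for Atf3, −1.01 (−1.34 to −0.67) for Nlrp3 and −0.33 (−0.44 to −0.22) for Pik3cg. Il6 gave 207 and 181 UMIs and a ratio of −0.34 (−0.64 to −0.05) as counted, which became 0.056 with all retained cells.

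The CGRP receptor is formed by the products of Calcrl and Ramp1. Calcrl fell from 174 to 92.1 CPM (relative log2 ratio −1.09; −1.14 to −1.03), and Ramp1 rose from 256 to 313 CPM (0.12; 0.08 to 0.16). Scaling by the median ratio, which gives the same values, moved both most from their ratios as counted of −0.92 and 0.29. A Calcrl UMI was found in 25.9% of thinned WT cells (24.9 to 27.0) and 16.2% of Pac1–/– cells (15.3 to 17.2), or 48.1% and 40.6% without thinning. In B-like cells the Calcrl shares were 20.8% (7.13 to 42.2) and 9.52% (1.17 to 30.4). These few cells, from clusters that also held ILC2 transcripts, could not tell whether Calcrl lay above background in either library. Ramp1 was found in 39.4% of WT cells (38.2 to 40.6) and 44.1% of Pac1–/– cells (42.8 to 45.4), or 65.1% and 76.9% without thinning. Both lay above the B-like shares of 8.33% (1.03 to 27.0) and 14.3% (3.05 to 36.3).

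Effector cytokine transcripts were lower in the Pac1–/– library. Il5 fell from 701 to 427 CPM (relative log2 ratio −0.89; −0.91 to −0.86), and Il13 fell from 194 to 151 CPM (−0.53; −0.58 to −0.48). As counted the ratios were −0.71 and −0.36. A leading marker counted at any share moved both most, to −0.40 and −0.068, or −0.55 (−0.58 to −0.53) and −0.22 (−0.27 to −0.17) relative to the median gene of those cells. The size of both differences thus rested on the clusters included. Because that alternative removed clusters from 1 library whose top genes stayed in the other, its smaller differences may not compare like cells. An Il5 UMI was found in 35.9% of thinned WT cells (34.7 to 37.0) and 21.8% of Pac1–/– cells (20.7 to 22.9), or 51.2% and 38.1% without thinning. The B-like shares for Il5 were 16.7% (4.74 to 37.4) and 4.76% (0.121 to 23.8), whose upper limits reached the ILC2-like shares. Il13 was found in 16.7% of WT and 10.3% of Pac1–/– thinned cells, or 27.3% and 20.1% without thinning. The WT B-like share of 37.5% (18.8 to 59.4) exceeded the ILC2-like share, as for Dusp2, so this cluster gave no background for Il13. The 0 of 21 Pac1–/– B-like cells allow up to 14.3%. With so few B-like cells, the cytokine shares could not be compared with a background, and the comparison rests on CPM. Il9 gave 9 and 18 UMIs and Il17a gave 136 and 164 UMIs. Within the ILC2-like class neither differed detectably at this depth, with ratios as counted of 0.85 (−0.38 to 2.19) and 0.12 (−0.22 to 0.46). Outside the class the Il17a counts were less even. The cluster of 67 Pac1–/– cells, left out of it with Il17a among the leading markers, held another 239 Il17a UMIs in 13.4% of its cells. Over all retained cells Il17a gave 138 and 403 UMIs, a ratio as counted of 1.36 (1.08 to 1.65). That interval treats UMIs as independent and is too narrow where few cells hold many of them. It does not show that the share of cells with Il17a differed.

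Among 7 ILC2 marker genes, some of which also named the clusters or encode proteins of the sort gate, the median log2 ratio was −0.14 (−0.15 to −0.10) as counted and −0.31 relative to the median gene. It lay at percentile 16.1 of matched random lists. Scaling by the median ratio moved it most, to −0.31. Members went both ways. Relative log2 ratios were 0.90 (0.84 to 0.95) for Ly6a, which encodes Sca-1, and 0.25 (0.23 to 0.27) for Il7r. They were −0.81 (−0.86 to −0.76) for Klrg1, −0.35 for Gata3, −0.33 for Thy1, −0.31 for Il1rl1 and −0.19 for Il17rb. Gata3 overlaps another annotated gene on the same strand, so its value is uncertain to that extent.

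Other pathways were examined with lists drawn from general knowledge, since the stimulus-induced gene sets used by the study were not analysed here. The 8 cAMP target genes had a relative median of −0.56 (−0.57 to −0.52, percentile 2.02), and all 8 lay below the median gene. Nr4a3 was lowest, at −1.08 (−1.11 to −1.05). The 10 NF-kB target genes had a relative median of −0.32 (−0.34 to −0.24, percentile 5.57), with 8 below and 2 above the median gene. For the 11 immediate-early genes the relative median was 0.15 (0.13 to 0.17, percentile 94.2), with 9 above. Nr4a1 and Egr1 went against the rest of that list, at −0.81 and −0.49. The 8 quiescence genes had a relative median of −0.50 (−0.58 to −0.42, percentile 0.79) and members in both directions, from S1pr1 at −1.56 to Klf2 at 1.32. S1pr1 moved from −1.39 as counted to −0.60 with all retained cells. As counted, the medians were −0.39, −0.15, 0.32 and −0.32 in the same order. Scaling by the median ratio moved each of these 4 medians most, to the relative values.

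Proliferation was measured as the share of thinned cells with a UMI of at least 2 of 10 cycling genes. It was 7 of 6502 WT cells (0.108%; 0.0433 to 0.222) and 8 of 5494 Pac1–/– cells (0.146%; 0.0629 to 0.287), a difference not detectable at this depth. With 1 or more of the genes, the alternative that moved it most, the shares were 3.57% and 3.35%. With all retained cells they were 0.133% in WT and 0.337% in Pac1–/–, and the latter left its counting interval. The Pac1–/– share thus rested on the cells included. Without thinning, 0.472% and 1.09% of ILC2-like cells qualified at median depths of 4220.5 and 5619 UMIs. Unthinned B-like cells, which are not free of cycling cells, gave 3 of 25 and 0 of 21.

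Dusp2 and Egr1 were set against each other within the WT library, since the study described a similar distribution of both genes. A Dusp2 UMI was found in 4.63% of the 1599 thinned WT cells with an Egr1 UMI (3.65 to 5.78) and in 3.47% of the 4903 without one (2.97 to 4.02). The share was higher in cells with an Egr1 UMI, also under each of the 9 alternatives run, though both intervals overlapped and cells of 1 library are not replicates. Without thinning the shares were 9.81% and 6.57%, and thinning to 1000 UMIs moved them most, to 2.52% and 1.79%. In the Pac1–/– library, 0 of 1143 cells with and 1 of 4351 cells without an Egr1 UMI had Dusp2.

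The sex of the cells was read from Xist and 4 Y-linked genes, since pools of mice can differ in sex. Xist gave 2 UMIs in WT and 3 UMIs in Pac1–/– ILC2-like cells, against 11861 and 14050 Y-linked UMIs. Male cells made up 66.8% of WT (65.7 to 67.9) and 78.5% of Pac1–/– cells (77.4 to 79.6), and nearly all others had no UMI of either kind. A requirement of 2 UMIs moved these shares most, to 39.9% and 53.9%. After thinning, 41.4% and 45.0% of cells had a Y-linked UMI. Female cells numbered 2 and 1, so sex did not separate the libraries.

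Among genes with at least 500 UMIs, the 6 largest and 6 smallest ratios outside Dusp2 and the sex-linked genes were named by a fixed rule. The highest was Zfp990 (chromosome 4, 145510759 to 145539188), with 0 WT and 2661 Pac1–/– UMIs. Against a floor of 3 counts, it was at least 799.7-fold higher as counted. Next came Mmp16 (chromosome 4, 17852893 to 18119145), with 37 and 2721 UMIs and a relative log2 ratio of 5.88 (5.41 to 6.39). Ifi208 on chromosome 1 (173673675 to 173698395) was at 4.39, the long noncoding RNA Gm47015 on chromosome 10 (79412962 to 79417905) at 3.97, and Serpinb2 on chromosome 1 (107511423 to 107535478) at 3.19. Lgals3 on chromosome 14 (47367751 to 47386160), given above, completed the higher set. The lowest was the noncoding transcript Gm43305 on chromosome 14 (54292443 to 54297456), with 49818 WT and 2987 Pac1–/– UMIs and a relative log2 ratio of −4.38 (−4.44 to −4.33). Rab6b on chromosome 9 (103111787 to 103185276) was at −3.93 and Rpgrip1 on chromosome 14 (52110704 to 52163546) at −3.41. The long noncoding RNA Gm10076 on chromosome 14 (105681828 to 105682211) fell from 219200 to 27957 UMIs, at −3.29. Gm42031 on chromosome 8 (85125872 to 85132289) was at −3.21 and Hist1h2ap on chromosome 13 (21833026 to 21833507) at −3.10. Each gene had the same direction within male cells. These are most of the same cells, so this check adds little. Of the 12 genes, 7 were also named when at least 2000 UMIs were required. Several values are uncertain because reads can be shared. Zfp990, Ifi208, Gm10076 and Hist1h2ap belong to families of similar sequences, Serpinb2 overlaps Serpinb10 and Rab6b overlaps Gm37166 on the same strand, and Mmp16 and Rpgrip1 overlap genes on the opposite strand.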

Values the study reported

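The study retained 5,429 WT and 4,280 Pac1–/– lung ILC2s after its initial filtering of the scRNA-Seq data. It stated that about 13,000 sorted ILC2s, mixed from 4–5 mice, were used for a library.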

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

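The tests of red blood cells and of T cells given here were chosen after the results were seen.

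Haemoglobin transcripts were abundant in barcodes outside the main filter, which entered only the alternatives with all deposited barcodes and with 200 to 2500 genes. They made up 4.87% of the UMIs of the 2408 Pac1–/– barcodes outside the filter (4.84 to 4.90) and 0.672% in the 2472 WT barcodes (0.659 to 0.684). In ILC2-like cells the shares were 0.0337% and 0.00970%. If red blood cells were left in the sort, these UMIs would sit in few barcodes, whereas free RNA would spread over many. The 25 barcodes that form the top 1% by haemoglobin held 99.4% of the haemoglobin UMIs of the Pac1–/– barcodes outside the filter. That is consistent with red blood cells captured as cells, and argues against free RNA as the main source there. Whether the 2 pools differed in perfusion or handling, or by genotype, was not tested and stays open with 1 library each.

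Il17a stood out in an unnamed cluster of 67 Pac1–/– cells, of which 13.4% had an Il17a UMI. It reached 428 CPM there (376 to 486; 239 UMIs) and 1.31 CPM (0.159 to 4.73) in the 886 WT cells outside the ILC2-like class. T cells in the sort would carry Cd3e in most cells. A Cd3e UMI was found in 1.49% of the 67 cells (0.0378 to 8.04) against 2.39% of Pac1–/– ILC2-like cells. That argues against T cells as most of the cluster, although 76.1% of the cells had Trbc2 and 4.48% had Trac. Gata3 was found in 89.6%, Il1rl1 in 91.0%, Nkg7 in 43.3% and Gzma in 13.4%. All these marker shares describe the whole cluster and were not taken among its cells with Il17a. An ILC2 state that makes Il17a and cells of mixed ILC type both stay open, and so do doublets and a difference of this pool alone. Cells with Il17a were not missing from WT, since the WT ILC2-like class held 136 Il17a UMIs in 0.516% of its 6778 cells, and the Pac1–/– class 164 UMIs in 0.374% of 5611. The contrast between the groups outside the class therefore also reflects that these Pac1–/– cells formed a cluster of their own. A cluster from 1 library may be that library rather than a cell type, and no test here separates genotype from pool.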

How the results depend on the processing

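The filter of 1000 to 2500 genes, the leading marker at 3 times and at any share, the Creb3l family added to the CGRP-response list and removal of the length trend were chosen after seeing the data. Of the ratios and differences that answer a comparison, 78 stayed within their counting interval and 72 left it, all with the sign kept. Of the shares and counts that do so, 33 stayed within and 17 left it. Among ratios of single genes, 358 stayed within and 261 left it with the sign kept, and 4 left it with the sign changed. Another 15 changed sign within the interval, namely Perp under 8 alternatives, Il17rb under 6 and Relb under 1, none of which differed from 0 as counted. Of the marker shares, 18 stayed within and 6 left it. The Dusp2 ratio stayed within its interval under every alternative run for it, as did every value run for CPM without mitochondrial and ribosomal protein genes.

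Scaling by the median ratio subtracts the same shift from every gene, which by construction gave −0.67 for the CGRP-response list, −0.52 for the genes named higher in the knockout, −0.31 for ILC2 markers, 0.15 for immediate-early genes, −0.32 for NF-kB targets, −0.56 for cAMP targets and −0.50 for quiescence. Calcrl moved to −1.09, Ramp1 to 0.12, Il5 to −0.89 and Il13 to −0.53, and Icos changed sign to −0.077. Removal of the length trend also removes this shift, and gave −0.72, −0.50, −0.25, 0.18, −0.28, −0.56 and −0.46 for the same 7 lists in that order.

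For the remaining settings the cause was not tested, and their log2 ratios are not relative to the median gene. On that scale the CGRP-response list stood at −0.50 and Il5 at −0.71 in the main analysis. With all retained cells, the CGRP-response list moved to −0.44, its score difference to −0.0539, Il5 to −0.75, immediate-early genes to 0.28, the genes named higher in the knockout to −0.13 and cycling Pac1–/– cells to 0.337%, and Il6 changed sign to 0.056. The WT cycling share there was 0.133%, within its interval. Plac8 moved from −0.79 to −0.25 and S1pr1 from −1.39 to −0.60 with all retained cells, and both are single genes. With all deposited barcodes, the score moved to −0.0533, Il5 to −0.68, immediate-early genes to 0.29, and the ILC2-like shares to 70.7% in WT and 69.8% in Pac1–/–. With doublets kept, the CGRP-response list moved to −0.53, the score to −0.0541, Il5 to −0.80, the genes named higher in the knockout to −0.43, NF-kB targets to −0.18 and cAMP targets to −0.41. In male cells only, the CGRP-response list moved to −0.56, the score to −0.0639, Ramp1 to 0.34, Il5 to −0.75, ILC2 markers to −0.16 and NF-kB targets to −0.17.

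With 200 to 2500 genes, and then with 1000 to 2500 genes, both under 5% mitochondrial UMIs, the CGRP-response list moved to −0.45 and −0.45, the score to −0.0491 and −0.0495, and Calcrl to −0.98 and −0.99. Ramp1 moved to 0.21 and 0.21, Il5 to −0.76 and −0.78, immediate-early genes to 0.36 and 0.36, and quiescence to −0.41 and −0.42. The leading marker at 3 times gave −0.52 for the CGRP-response list, −0.0543 for the score, 0.30 for immediate-early genes, −0.41 for cAMP targets and 88.6% ILC2-like cells in Pac1–/–. The leading marker at any share leaves 5147 WT and 2478 Pac1–/– cells and so changes which cells are compared, with some clusters removed from 1 library only. It gave −0.46 for the CGRP-response list, −0.0357 for the score, −0.40 for Il5, −0.068 for Il13, −0.091 for ILC2 markers, 0.48 for immediate-early genes, −0.036 for NF-kB targets, −0.26 for cAMP targets, −0.22 for quiescence, and 67.2% and 37.8% ILC2-like cells in WT and Pac1–/–. Tnfaip3 changed sign to 0.066 and Tcf7 to 0.037. Which of the 5 clusters left out caused these moves was not tested. The Creb3l family added to the CGRP-response list gave −0.78 by construction, because both members lie below its median. The mean of per-cell UMIs gave −0.45 for the CGRP-response list, 0.24 for Ramp1, −0.76 for Il5 and −0.46 for Il13.

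Thinning to 1000 UMIs lowers detection by construction. It gave −0.0421 for the score, 2.52% and 1.79% for Dusp2 with and without Egr1, and 0.0298% and 0.0179% cycling cells in WT and Pac1–/–, where counts of 2 and 1 cell limit any comparison. With 1 or more of the 10 genes, cycling shares were 3.57% and 3.35%. The share was higher in WT under 4 of the 10 alternatives, so the cycling shares had no stable order. The top 10% of ranked genes gave a score difference of −0.0549. At least 2 UMIs gave 39.9% and 53.9% male cells. Leiden resolution 2 gave 80.3% ILC2-like cells in WT and 89.5% in Pac1–/–, which changed their order. At least 2000 UMIs kept 7 of the named genes.

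The alternative of female cells only could not be run, because neither library held more than 2 of them. No paired analysis was possible because each genotype had 1 library and no result came from a test.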

Other observations

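The tests of the DNA around Dusp2, of strain differences elsewhere and of reads shared between similar genes, the removal of the length trend, the filter of 1000 to 2500 genes and the leading marker at 3 times were chosen after the results were seen.

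Barcodes that passed the filter here, before doublet removal, numbered 8394 in WT and 7087 in Pac1–/–. Both are higher than the values quoted from the study above. A filter of 1000 to 2500 genes with under 5% mitochondrial UMIs, chosen after the data were seen, passed 5557 and 4081 barcodes before doublet removal. These lie close to the quoted values, so the gap depends on the filter.

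The CGRP-response genes were lower in the Pac1–/– library. Recovery that depends on transcript length would bring the list to the median gene once the length trend is removed, but the list median was then −0.72. A lower share of activated cells was examined by splitting cells by an Il5 UMI. The relative list median was −0.52 (−0.55 to −0.39) among the 2331 WT and 1199 Pac1–/– cells with an Il5 UMI and −0.58 (−0.66 to −0.55) among the 4171 and 4295 cells without one. The split does not settle it, because thinned cells without an Il5 UMI include activated cells and free RNA gives Il5 UMIs to others. A lower share of activated cells, a difference between the pools in exposure or handling, and an effect of genotype on CGRP signaling all stay open, and 1 library per genotype cannot separate them.

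Lgals3 was higher in Pac1–/– ILC2-like cells, and cells of another type, such as macrophages, were tested as a source. They would bring Lyz2 along. A Lyz2 UMI was found in 0.109% of Pac1–/– ILC2-like cells, against 11.5% with Lgals3, and Cd68 was found in 0.218%. Ctss was in 5.21% of Pac1–/– and 6.37% of WT cells, and Csf1r in none of them. Macrophages are thus argued against as the source. The main class leaves out the 190 Pac1–/– cells of the cluster led by Actn2 and Lgals3, and with them, under the leading marker at 3 times, the Lgals3 ratio as counted was 3.27. Genotype and pool both stay open, as does a variant linked to Lgals3 on chromosome 14.

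The 12 named genes had far larger ratios than the listed pathways. A stretch of another strain's DNA carried along with the targeted allele could place such genes near Dusp2, but 0 of the 12 lay within 10 Mb of it. Among the 112 genes with at least 500 UMIs in that window, the median absolute relative log2 ratio was 0.21, and it was 0.25 elsewhere. Strain differences between the pools away from Dusp2 cannot be told apart from an effect of the genotype. The 12 genes lie on 7 chromosomes, but 4 of them are on chromosome 14, and 3 of these (Lgals3, Rpgrip1 and Gm43305) lie within 6.93 Mb. The clustering was noticed after the values were seen. A linked stretch of other DNA there stays open and was not tested. The knockout mice are described as being on a C57BL/6J background, but stretches kept through a backcross or differences between colonies are not ruled out by that. A gene absent from the WT library, such as Zfp990, may mark such a difference, but that remains a hypothesis.

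Reads shared between similar genes were tested for Gm10076 and for Dynlt1b, the latter chosen after its values were seen. Gm10076 fell by 3.29 relative to the median gene, while Rpl41, of similar sequence, was at 0.23. An exchange of reads between them would keep their sum near the median gene, but the sum was at −1.25, so an exchange between these genes was not the whole cause. Other copies were not tested. Dynlt1b went from 295 to 37 UMIs (−3.32), while Dynlt1a was at 1.60, Dynlt1c at 1.31 and Dynlt1f at 0.99. The sum of this family was at 0.42, and the other members gained more UMIs than Dynlt1b lost, so an exchange among them stays open. A sequence variant of one pool could also move reads between copies, and was not tested.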
